# A gut microbial metabolite of linoleic acid ameliorates liver fibrosis by inhibiting TGF-β signaling in hepatic stellate cells

**DOI:** 10.1038/s41598-023-46404-5

**Published:** 2023-11-03

**Authors:** Nanaho Kasahara, Yukiko Imi, Reina Amano, Masakazu Shinohara, Kumiko Okada, Yusei Hosokawa, Makoto Imamori, Chiaki Tomimoto, Jun Kunisawa, Shigenobu Kishino, Jun Ogawa, Wataru Ogawa, Tetsuya Hosooka

**Keywords:** Molecular medicine, Preclinical research

## Abstract

The antidiabetic drug pioglitazone ameliorates insulin resistance by activating the transcription factor PPARγ. In addition to its blood glucose–lowering action, pioglitazone exerts pleiotropic effects including amelioration of nonalcoholic fatty liver disease (NAFLD)/nonalcoholic steatohepatitis (NASH). The mechanism by which pioglitazone achieves this latter effect has remained unclear, however. We here show that pioglitazone administration increases the amount of linoleic acid (LA) metabolites in adipose tissue of KK-Ay mice. These metabolites are produced by lactic acid bacteria in the gut, and pioglitazone also increased the fraction of *Lactobacillus* in the gut microbiota. Administration of the LA metabolite HYA (10-hydroxy-cis-12-octadecenoic acid) to C57BL/6 J mice fed a high-fat diet improved liver histology including steatosis, inflammatory cell infiltration, and fibrosis. Gene ontology analysis of RNA-sequencing data for the liver revealed that the top category for genes downregulated by HYA treatment was related to extracellular matrix, and the expression of individual genes related to fibrosis was confirmed to be attenuated by HYA treatment. Mechanistically, HYA suppressed TGF-β–induced Smad3 phosphorylation and fibrosis-related gene expression in human hepatic stellate cells (LX-2). Our results implicate LA metabolites in the mechanism by which pioglitazone ameliorates liver fibrosis, and they suggest that HYA is a potential therapeutic for NAFLD/NASH.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is the most prevalent form of chronic liver disease in industrialized countries, affecting one-fourth of the global population^1–3^. NAFLD is characterized by excessive fat accumulation in the liver related to obesity and insulin resistance, and it is associated with a high rate of type 2 diabetes, dyslipidemia, and hypertension^4–6^. It ranges in severity from simple steatosis to nonalcoholic steatohepatitis (NASH), which is estimated to account for 10% to 20% of NAFLD cases, and it can progress to cirrhosis and hepatocellular carcinoma^7,8^. Although multiple factors—including diet, genetic variants such as those of *PNPLA3*, insulin resistance, oxidative stress, excessive production of proinflammatory adipokines, chronic inflammation, and gut dysbiosis—have been implicated in the development of NAFLD/NASH^9–11^, the pathology of this condition is complex and not fully understood. There are currently no approved medications for NAFLD/NASH.

Histological features of NASH include steatosis, inflammatory cell infiltration, hepatocyte ballooning, and fibrosis, the latter of which is the strongest predictor of liver-related events and long-term mortality^12,13^. Intervention to target liver fibrosis may therefore provide new therapeutics for NAFLD/NASH. Various factors and pathways have also been implicated in the pathogenesis of liver fibrosis associated with NAFLD/NASH. Activation of hepatic stellate cells and the consequent overproduction of collagen plays a central role in the development of liver fibrosis^14^, with transforming growth factor–β (TGF-β) being thought to be a key fibrogenic factor that activates hepatic stellate cells through a Smad3-dependent signaling pathway^15^.

Pioglitazone is widely administered for the treatment of type 2 diabetes. This antidiabetic agent exerts an insulin-sensitizing effect by binding to and activating the transcription factor PPARγ (peroxisome proliferator–activated receptor γ)^16,17^. In addition to its lowering of blood glucose concentration, pioglitazone exerts pleiotropic effects including amelioration of NAFLD/NASH^18–20^. Several randomized controlled trials of pioglitazone for the treatment of NAFLD/NASH revealed that, despite the fact that the dose and duration of pioglitazone administration as well as the presence of diabetic complications in the trial subjects differed among the studies, pioglitazone significantly ameliorated liver histology including steatosis, hepatocyte ballooning, and inflammatory cell infiltration compared with placebo^21–27^. Furthermore, some studies have shown that pioglitazone ameliorates liver fibrosis^22,24–26^. The mechanisms by which pioglitazone improves these pathological conditions have remained unclear, however.

We previously showed that linoleic acid (LA), which is widely present in edible fats and oils, is saturated by lactic acid bacteria represented by *Lactobacillus* through a novel metabolic process and that LA metabolites—including hydroxy fatty acids (hydrated fatty acids), oxo fatty acids, and conjugated fatty acids—are produced as intermediates in this process^28^. Given that the amount of LA metabolites is extremely low in germ-free mice compared with specific pathogen–free mice, these metabolites are thought to be produced by gut microorganisms such as lactic acid bacteria represented by *Lactobacillus* in the gut^28^.

In the present study, we performed lipidomics analysis in genetically obese and diabetic KK-Ay mice in order to explore the mechanism by which pioglitazone ameliorates NAFLD/NASH. We found that pioglitazone treatment increased the amount of LA metabolites in adipose tissue of these mice, and that this effect was accompanied by an increase in the fraction of *Lactobacillus* in the gut microbiota. We therefore also investigated the effect of 10-hydroxy-*cis*-12-octadecenoic acid (HYA), an LA metabolite, on the development of NAFLD/NASH in a diet-induced mouse model of this condition.

## Materials and methods

### Animal studies

Male 7-week-old KK-Ay mice were obtained from CLEA Japan (Tokyo, Japan), housed individually, fed a normal diet (CE-2, CLEA Japan), and acclimatized for 1 week. They were then divided into two groups and fed for 4 weeks with either a control diet (CE-2) or the same diet supplemented with 0.01% pioglitazone (Fujifilm Wako Pure Chemical, Osaka, Japan). Male 4-week-old C57BL/6 J mice obtained from CLEA Japan were similarly acclimatized for 1 week and then divided into four groups that were fed for 26 weeks with either a normal diet (CE-2) or a high-fat diet (HFD32, CLEA Japan) that was supplemented or not with 1% HYA or 1% LA (Noster Inc., Kyoto, Japan). All mice were housed at 21° to 25 °C and maintained on a 12-h-light, 12-h-dark cycle in the animal facility at Kobe University Graduate School of Medicine or University of Shizuoka. All animal experiments were approved by and performed in accordance with the guidelines of ARRIVE, the animal ethics committees of University of Shizuoka (permission no. 215326) and Kobe University Graduate School of Medicine (permission no. P171006). Mice were anaesthetized by isofurane (VIATRIS, Tokyo, Japan) at a flow rate of 1.5 L/min at 2–3% concentration as administered by an animal anesthetizer (SN-487-0 T Air; SHINANO manufacturing, Tokyo, Japan), and then quickly euthanized by cervical dislocation to collect tissues.

### Cell culture and treatment

LX-2 human hepatic stellate cells (Sigma Aldrich, St. Louis, MO, USA) were maintained under a humidified atmosphere of 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 2% fetal bovine serum (NICHIREI, Tokyo, Japan), penicillin (100 U/mL), and streptomycin (100 μg/mL). The cells were transferred to 60-mm dishes and cultured to 80% to 90% confluence before experiments.

### LC–MS/MS analysis

Deuterated internal standards (d4-leukotriene B_4_, d8-5-hydroxyeicosatetraenoic acid, d4-prostaglandin E_2_, and d5-resolvin D2) representing each chromatographic region of identified lipid mediators were added (500 pg each) to samples to facilitate quantification. Samples were subjected to solid-phase extraction on a C_18_ column as described previously^29^ and were then analyzed by liquid chromatography (LC) and tandem mass spectrometry (MS/MS) with a Qtrap 6500 instrument (Sciex, Framingham, Massachusetts, USA) equipped with an LC-30AD high-performance LC system (Shimadzu, Kyoto, Japan). A Zorbax Eclipse Plus C_18_ column (100 by 4.6 mm, 3.5 mm; Agilent Technologies, Santa Clara, CA, USA) was subjected to elution with a gradient of methanol/water/acetic acid (v/v/v) from 55:45:0.01 to 98:2:0.01 at a flow rate of 0.4 mL/min. For monitoring and quantification of the targeted lipid mediators, a multiple reaction monitoring (MRM) method was developed with signature ion pairs Q1 (parent ion)/Q3 (characteristic fragment ion) for each molecule. Identification of each lipid mediator was based on published criteria for LC retention time, specific fragmentation pattern, and at least six diagnostic fragmentation ions. Quantification was performed on the basis of peak area on the MRM chromatograph, with linear calibration curves being obtained with authentic standards for each compound. Under these conditions, HYA and 10-hydroxy-*trans*-11-octadecenoic acid (HYC) were not clearly separated and expressed as HYA + HYC.

### Analysis of fecal microbiota

Fecal samples were collected at 3 weeks after the onset of pioglitazone treatment and stored at  − 80 °C until analysis. Extraction of DNA, 16S rRNA gene amplification, and sequencing with the MiSeq system (Illumina, San Diego, CA, USA) were performed by Bioengineering Lab. Co. (Kanagawa, Japan).

### Blood parameters

Blood glucose concentration was measured with a Glutest kit (Sanwa Kagaku Kenkyusho, Nagoya, Japan), plasma insulin concentration with a Mouse Insulin ELISA kit (Mercodia AB, Uppsala, Sweden), and plasma aspartate aminotransferase (AST) and alanine aminotransferase (ALT), triglyceride, cholesterol, and nonesterified fatty acid (NEFA) levels with Transaminase CII, Triglyceride E, Cholesterol E, and NEFA C test kits (Fujifilm Wako Pure Chemical).

### Histological analysis

Serial sections of the liver were stained with hematoxylin-eosin or Masson’s trichrome according to standard techniques.

### RNA extraction, RNA-seq analysis, and RT-qPCR analysis

Total RNA was extracted from the liver or cultured cells with the use of an RNeasy Mini Kit (Qiagen, Venlo, the Netherlands). Construction of RNA-sequencing (RNA-seq) libraries and sequencing with the Illumina HiSeq-PE150 platform were performed by Novogene (Beijing, China). Relative gene expression was evaluated on the basis of transcripts per million (TPM). For reverse transcription (RT) and quantitative polymerase chain reaction (qPCR) analysis, isolated RNA was subjected to RT with the use of Prime Script RT Master Mix (Takara Bio, Shiga, Japan) and the resulting cDNA was subjected to real-time PCR analysis with TB Green Premix Ex Taq II (Takara Bio) in a Thermal Cycler Dice Real Time System III (Takara Bio). Relative mRNA abundance was determined by the standard curve method, with normalization according to the amount of *Rplp0* mRNA. The sequences of the PCR primers are provided in Supplemental Table S1.

### Immunoblot analysis

Immunoblot analysis was performed as described previously^30^. In brief, cells were lysed in lysis buffer (20 mM Tris–HCl [pH 7.5], 150 mM NaCl, 2 mM EDTA, 1% Nonidet P-40, 10% glycerol) supplemented with protease and phosphatase inhibitors. The lysates were fractionated by SDS-polyacrylamide gel electrophoresis, and the separated proteins were transferred to a nitrocellulose membrane for immunoblot analysis with antibodies to total or phosphorylated (Ser^423/425^) forms of Smad3 (Cell Signaling Technology).

### Statistical analysis

Quantitative data are presented as means ± SEM and were compared between or among groups with the two-tailed unpaired Student’s *t* test or by analysis of variance (ANOVA) followed by Tukey’s post hoc test, respectively. A *p* value of < 0.05 was considered statistically significant.

## Results

### Pioglitazone treatment increases the amount of LA metabolites in adipose tissue of KK-Ay mice

To clarify the mechanism underlying the amelioration of NAFLD/NASH by pioglitazone, we performed lipidomics analysis of adipose tissue, the target tissue of pioglitazone, in KK-Ay mice treated with this antidiabetic agent for 4 weeks. Compared with control mice, pioglitazone-treated mice showed significant increases in the abundance of gut microbial LA metabolites including HYA + HYC, 10-hydroxy-octadecanoic acid (HYB), 10-oxo-*cis*-12-octadecenoic acid (KetoA), 10-oxo-octadecanoic acid (KetoB), and 10-oxo-*trans*-11-octadecenoic acid (KetoC) (Fig. 1A). Given that these metabolites are produced from LA by lactic acid bacteria represented by *Lactobacillus* in the gut^28^, we hypothesized that pioglitazone might affect the gut microbiota. Analysis of 16S rRNA gene amplicons derived from feces revealed a substantial increase in the fraction of *Lactobacillus* in KK-Ay mice treated with pioglitazone for 3 weeks compared with control mice (Fig. 1B). These results thus suggested that pioglitazone treatment increases the gut microbial LA metabolite content in adipose tissue by influencing the gut microbiota.

**Figure 1:**
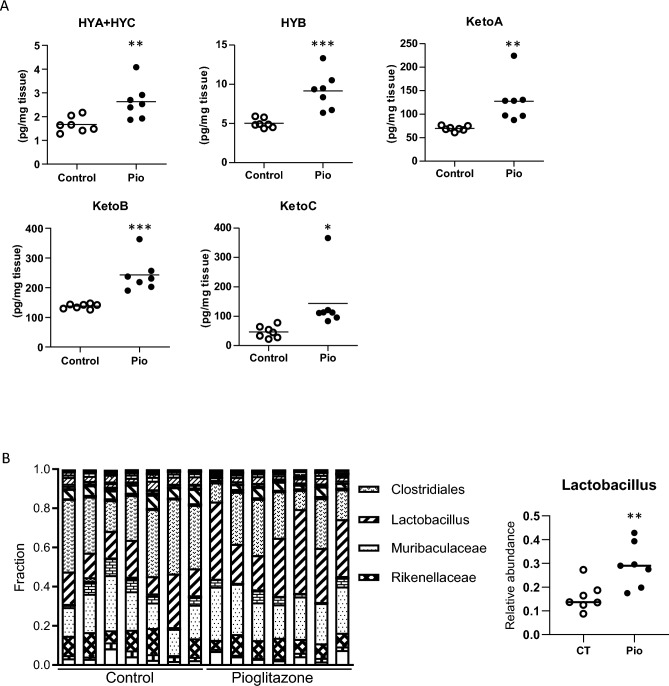
Effects of pioglitazone on the amount of LA metabolites in adipose tissue and on the gut microbiota in KK-Ay mice. (**A**) Concentrations of LA metabolites in epididymal adipose tissue of control mice or mice treated with pioglitazone (Pio) for 4 weeks. HYA + HYC; sum of the amounts of HYA and HYC. Data are shown for seven mice of each group, with the horizontal bar indicating the mean. *p < 0.05, **p < 0.01, ***p < 0.001 versus control mice (Student’s *t* test). (**B**) Gut microbiota profile at the genus level for feces of control mice or mice treated with pioglitazone for 3 weeks as determined by 16S rRNA gene analysis. Only bacteria that account for > 5% of the total are shown. Data are presented for seven mice of each group.

### HYA ameliorates liver fibrosis in mice fed a high-fat diet

To study whether LA metabolites contribute to the amelioration of NAFLD/NASH by pioglitazone, we investigated the effects of HYA, a major gut microbial LA metabolite^28^, in C57BL/6 J mice fed a high-fat diet for a prolonged period. The gain in body weight was significantly suppressed in mice fed a high-fat diet supplemented with HYA compared with those fed the high-fat diet alone (control), whereas similar administration of LA had no such effect (Fig. 2A). Food intake did not differ between HYA- or LA-treated mice and control mice (Supplemental Figure S1A). Whereas blood glucose concentrations also did not differ among these three groups of mice, the plasma insulin concentration at 8 and 16 weeks after treatment onset was significantly lower in HYA-treated mice than in control mice (Fig. 2B and C), suggesting that HYA attenuates insulin resistance. The plasma concentrations of triglyceride, cholesterol, and NEFA did not differ among control and LA- or HYA-treated mice (Supplemental Figure S1B–D). The mass of subcutaneous adipose tissue was decreased and that of epididymal adipose tissue was slightly but significantly increased in HYA-treated mice compared with control mice at 26 weeks after treatment initiation (Fig. 2D).

**Figure 2:**
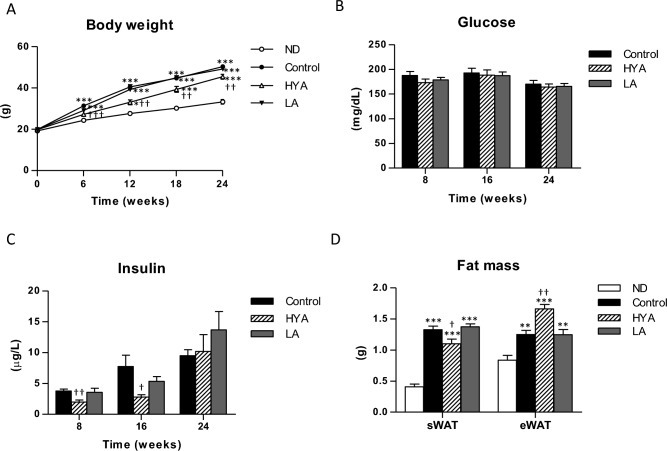
Effects of HYA on body weight, blood glucose and plasma insulin concentrations, and adipose tissue mass in mice fed a high-fat diet. (**A**) Time course of body weight in C57BL/6 J mice fed a normal diet (ND), a high-fat diet (control), or a high-fat diet containing 1% HYA or 1% LA. (**B** and **C**) Blood glucose (**B**) and plasma insulin (**C**) concentrations at 8, 16, or 24 weeks after treatment onset for mice as in (**A**). (**D**) Mass of subcutaneous adipose tissue (sWAT) and epididymal adipose tissue (eWAT) at 26 weeks after treatment onset for mice as in (**A**). All data are means ± SEM (ND; *n* = 6, control, HYA, and LA; *n* = 10 mice per group). *p < 0.05, **p < 0.01, ***p < 0.001 versus ND-fed mice; †*p* < 0.05, ††*p* < 0.01, †††*p* < 0.001 versus control mice (one-way ANOVA followed by Tukey’s test).

The increase in plasma levels of AST and ALT induced by the high-fat diet was significantly attenuated by HYA treatment for 24 weeks but was unaffected by LA administration (Fig. 3A and B). Liver weight was also suppressed in HYA-treated mice compared with control mice (Fig. 3C). Histological analysis revealed mild fibrosis as well as micro- and macrovesicular steatosis and inflammatory cell infiltration in the liver of control mice. HYA administration for 26 weeks markedly ameliorated these histological features of the liver, whereas LA administration had no such effect (Fig. 3D and E). The LA metabolite HYA thus specifically ameliorated hepatic histological changes induced by long-term feeding with a high-fat diet.

**Figure 3:**
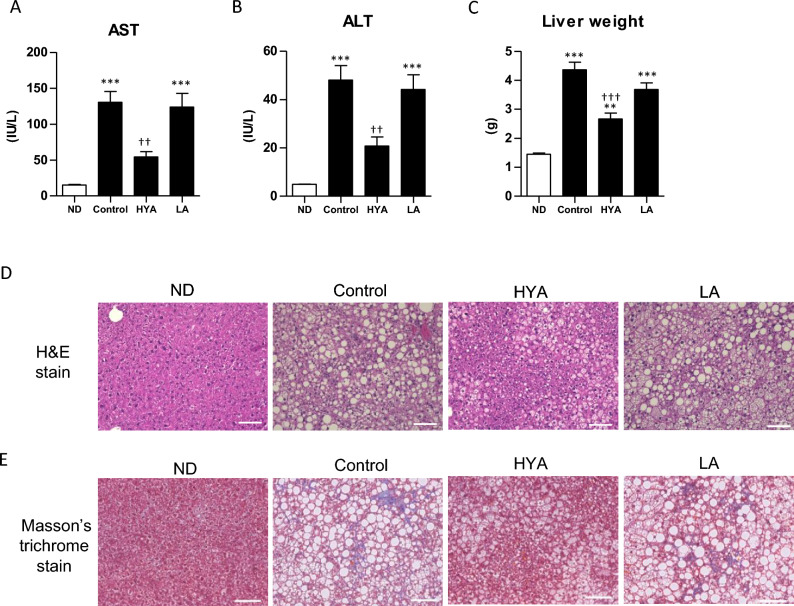
Effects of HYA treatment on liver histology in mice fed a high-fat diet. (**A** and **B**) Plasma levels of AST (**A**) and ALT (**B**) in C57BL/6 J mice fed a normal diet (ND), a high-fat diet (Control), or a high-fat diet containing 1% HYA or 1% LA for 24 weeks. (**C**) Liver weight of mice as in (**A**) after treatment for 26 weeks. Data in (**A**) through (**C**) are means ± SEM (ND; *n* = 6, control, HYA, and LA; *n* = 10 mice per group). **p < 0.01, ***p < 0.001 versus ND-fed mice; ††*p* < 0.01, †††*p* < 0.001 versus control mice (one-way ANOVA followed by Tukey’s test). (**D** and **E**) Representative staining of hepatic sections with hematoxylin-eosin (H&E) (**D**) or with Masson’s trichrome (**E**) for mice as in (**C**). Scale bars, 100 µm.

### HYA treatment suppresses the expression of fibrosis-related genes in the liver of mice fed a high-fat diet

To elucidate the mechanism by which HYA improves hepatic histology in mice fed a high-fat diet, we investigated gene expression profiles of the liver by RNA-seq analysis. 

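The 12 livers analysed came from male C57BL/6J mice kept for 26 weeks on a normal diet (ND), a high-fat diet (control), or a high-fat diet containing 1% HYA or 1% LA, with 3 mice per group. HYA is a hydroxy fatty acid that gut lactic acid bacteria make from LA, and LA served as the parent compound given at the same dose. Liver mRNA was sequenced from both ends of each fragment, and the authors deposited 1 table with 1 column of fragments per kilobase of gene length scaled to library size (FPKM) per mouse. The table lists 54532 Ensembl genes on the mouse genome build GRCm38, of which 28487 were at 0 in every mouse. The methods section gives the unit as TPM, but the columns summed to totals between 342146 and 429286, whereas TPM gives every sample the same total.

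In each column, every value multiplied by gene length was a whole multiple of 1 step (100% of values), so a step was taken as 1 fragment and fragments per gene were recovered. Between 17169064 and 25220880 fragments per mouse fell on genes, with medians of 18443002 for ND-fed, 19625837 for control, 19206373 for HYA-treated and 20329411 for LA-treated mice. At these depths 3 fragments on a gene of 2 kb correspond to 0.0607 to 0.0944 FPKM, and values at or below 3 fragments were taken as a floor. This floor covers counting error only and not the spread between mice. Pairs of mice of the same group differed by more than counting error, with a chi-square per degree of freedom of 9.71 to 26.5.

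Values were analysed as log2(FPKM + 1) for the 11083 genes with a mean of at least 1 FPKM over the 12 mice. On this scale the fold change of genes with low FPKM is understated. Groups were compared with limma, with all 12 mice in 1 fit, and a gene was counted as changed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1, the thresholds given for Fig. 4C. The strand of counting and the handling of reads shared between related genes are not stated in the methods section, so that values of genes with near-identical relatives or overlapping neighbours are uncertain.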

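In control mice, 249 genes were expressed at a higher and 181 at a lower level than in ND-fed mice (limma, two-sided, Benjamini-Hochberg). With the adjusted p-value alone and no threshold on fold change, 1795 genes were higher and 2115 lower. Among the other settings that kept the fold-change threshold, the numbers moved most with voom on the recovered fragments, which tested 14353 genes and gave 1035 higher and 326 lower. Rescaling the values to TPM raised the share of higher genes among those changed from 57.9% to 82.3%, and moved the median log2 fold change of all tested genes from −0.04 to 0.18. The ranges of the 3 control mice and the 3 ND-fed mice did not overlap for 5053 genes (45.6%), against 10% by chance.

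The first principal component (PC1) of the log2 values held 55.6% of the variance. The 3 ND-fed mice lay between 31.8 and 34.4 on it, and the 9 mice fed a high-fat diet between −24.6 and 1.50. The share of PC1 moved most when each gene was scaled to unit variance, to 36.8%.

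Among the genes with the largest increases in control mice were *Apoa4*, *Ly6d* and *Cyp17a1*. The mRNA of *Apoa4* (ENSMUSG00000032080, chromosome 9, 46240696 to 46243459) rose from 56.9 FPKM in ND-fed to 3687 FPKM in control mice (log2 fold change 5.99, standard error 0.14, adjusted p = 1.89e-09, limma with Benjamini-Hochberg). This gene overlaps *Gm10680* on the opposite strand, listed at a mean of 165 FPKM, so that its own level is uncertain. *Ly6d* (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620) rose from 1.31 to 88.9 FPKM (log2 fold change 5.23, adjusted p = 1.33e-06, limma with Benjamini-Hochberg). *Cyp17a1* (ENSMUSG00000003555, chromosome 19, 46667165 to 46672974) rose from 1.67 to 59.6 FPKM (log2 fold change 4.49, adjusted p = 7.78e-09, limma with Benjamini-Hochberg). The largest decreases were those of *Hsd3b5* (ENSMUSG00000038092, chromosome 3, 98618634 to 98630252; log2 fold change −6.85, adjusted p = 3.9e-05), *Serpina1e* (ENSMUSG00000072849, chromosome 12, 103946931 to 103958975; −6.83, adjusted p = 1.32e-07) and *Serpina4-ps1* (ENSMUSG00000092075, chromosome 12, 104080649 to 104086724; −5.14, adjusted p = 1.22e-05), all by limma with Benjamini-Hochberg. These last genes belong to families with closely related members, and the division of reads among the members is uncertain.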

The pattern of gene expression differed greatly between mice fed a normal diet and those fed a high-fat diet (Fig. 4A and B). Whereas LA treatment did not affect the pattern of hepatic gene expression in high-fat diet–fed mice, HYA treatment altered such gene expression so that the pattern more closely resembled that of mice fed a normal diet (Fig. 4A and B). 

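No gene passed the thresholds between LA-treated and control mice (0 higher and 0 lower), with a lowest adjusted p of 0.341 by limma with Benjamini-Hochberg. At an unadjusted p under 0.05 there were 294 genes (2.65%), and the ranges of these groups did not overlap for 837 genes (7.55%), against 10% by chance.

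Between HYA-treated and control mice, 18 genes were higher and 16 lower, with a lowest adjusted p of 0.0129 (limma, two-sided, Benjamini-Hochberg), and 2055 genes (18.5%) had an unadjusted p under 0.05. The ranges did not overlap for 2390 genes (21.6%), against 10% by chance. Without the threshold on fold change, 174 genes were higher and 136 lower. Voom on the recovered fragments gave 24 higher and 83 lower, and a fit of only these 6 mice gave 0 higher and 0 lower, with 1736 genes at an unadjusted p under 0.05. Rescaling to TPM lowered the share of higher genes among those changed from 52.9% to 25%. Without HYA-treated mouse 2 there were 0 higher and 0 lower genes, with 1477 at an unadjusted p under 0.05. Without control mouse 1 there were 5 higher and 5 lower, without control mouse 2 there were 36 and 32, and without control mouse 3 there were 11 and 11. Without HYA-treated mouse 1 there were 10 and 11, and without HYA-treated mouse 3 there were 5 and 10.

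Tested directly, 3 genes were higher and 9 lower in HYA-treated than in LA-treated mice. No gene passed without HYA-treated mouse 2 (1303 genes at an unadjusted p under 0.05), without LA-treated mouse 1 (1244) or without LA-treated mouse 2 (1702). With all mice the numbers of higher and lower genes were 15 and 38 with voom, 7 and 26 with TPM, and 0 and 0 without a filter on low values. A fit of only these 2 groups gave 14 higher and 10 lower. Compared with ND-fed mice, 141 genes were higher and 68 lower in HYA-treated mice.

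The mean Euclidean distance over the tested genes was 56.6 between ND-fed and control mice, 53.4 between ND-fed and LA-treated mice, and 44.0 between ND-fed and HYA-treated mice, in log2 units. Distances within groups averaged 25.9 to 31.0, and those between control and LA-treated mice 27.0. Each control mouse had an LA-treated mouse as its nearest neighbour and each LA-treated mouse a control mouse. The nearest neighbours of HYA-treated mice 1, 2 and 3 were LA-treated mouse 2, HYA-treated mouse 3 and control mouse 2.

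Each mouse was also placed on the axis that runs from control mice (0) to ND-fed mice (1). Each control mouse in turn set the origin and each ND-fed mouse in turn the end, the other control and ND-fed mice set the direction, and the positions were averaged. HYA-treated and LA-treated mice took no part in setting the axis. Control and ND-fed mice did, so that their own positions are partly circular. HYA-treated mice lay at 0.319 ± 0.036, LA-treated mice at 0.024 ± 0.053 and control mice at −0.074 ± 0.125 (means ± SD, n = 3). An exact two-sided permutation test gave p = 0.1 for HYA-treated against control and against LA-treated mice (n = 3 per group), the smallest value that it can give, and p = 0.4 for LA-treated against control mice. After Benjamini-Hochberg adjustment over 6 tests these exact p-values were 0.15, 0.15 and 0.48. The position of HYA-treated mice was 0.238 without control mouse 1 and 0.368 without control mouse 2, and among the alternatives that kept every mouse it moved most with TPM, to 0.351. The position of LA-treated mice was −0.076 without control mouse 1, 0.060 without control mouse 2, 0.082 without control mouse 3, 0.048 without LA-treated mouse 1 and −0.0045 without LA-treated mouse 2.

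**Figure D1:**
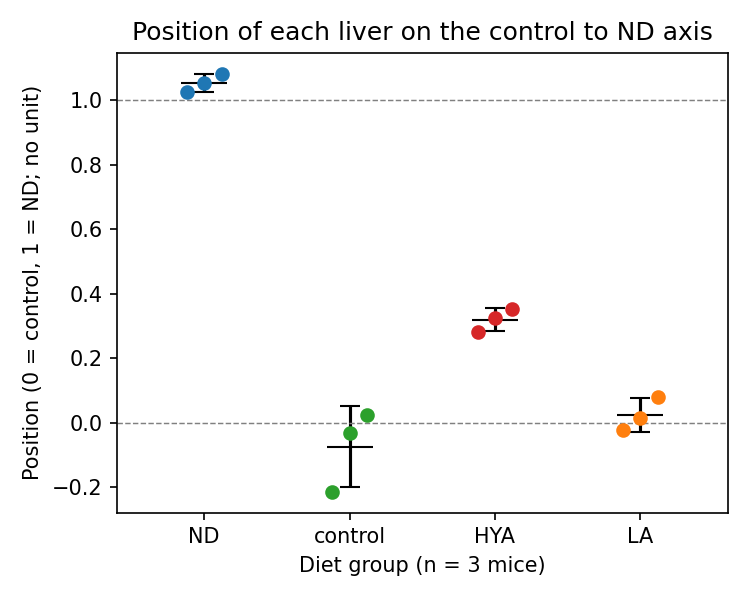
Position of each mouse (points) on the axis from control mice (0) to ND-fed mice (1), without unit, by group. Bars show means ± SD of 3 mice. Control and ND-fed mice set the axis, so that their own positions are partly circular. The HYA-treated mice lay between 0.281 and 0.352 and the LA-treated mice between −0.024 and 0.081.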

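Among genes past the thresholds with ranges that did not overlap, the largest increases in HYA-treated over control mice were those of *Mup11*, *Cyp2c54* and *Slco1a1*. *Mup11* (ENSMUSG00000073834, chromosome 4, 60658466 to 60662411) was at 9.49 FPKM in control and 50.9 FPKM in HYA-treated mice (log2 fold change 2.55, standard error 0.47, adjusted p = 0.0292, limma with Benjamini-Hochberg). For *Cyp2c54* (ENSMUSG00000067225, chromosome 19, 40037941 to 40073811) the values were 9.32 and 51.1 FPKM (2.40, standard error 0.25, adjusted p = 0.0129, limma with Benjamini-Hochberg). For *Slco1a1* (ENSMUSG00000041698, chromosome 6, 141907282 to 141946962) they were 10.5 and 47.9 FPKM (2.30, standard error 0.42, adjusted p = 0.0271, limma with Benjamini-Hochberg). The first of these 3 genes belongs to the *Mup* family and *Cyp2c54* to the *Cyp2c* family, so that their values are uncertain as to the member.

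The largest decreases were those of *Ly6d*, *Sprr1a* and *Mir6358*. *Ly6d* fell to 17.6 FPKM in HYA-treated mice (−2.22, standard error 0.30, adjusted p = 0.0143, limma with Benjamini-Hochberg). *Sprr1a* (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) was at 21.9 FPKM in control and 4.12 FPKM in HYA-treated mice (−2.06, standard error 0.31, adjusted p = 0.0168, limma with Benjamini-Hochberg), and its level in control mice was at least 93.3-fold that of ND-fed mice, which were at the floor. *Mir6358* (ENSMUSG00000098276, chromosome 18, 76170552 to 76170652) was at 11.5 and 2.22 FPKM (−2.05, adjusted p = 0.0269, limma with Benjamini-Hochberg) and is listed at 0 in ND-fed mice. Its values rest on 20 to 32 fragments per control mouse and 2 to 7 per HYA-treated mouse. HYA-treated mouse 3, with 2 fragments, was at the floor, so that the size of this decrease is uncertain. Across all alternatives the adjusted p of these 6 genes ranged from 0.000819 to 0.15 (limma with Benjamini-Hochberg). Without HYA-treated mouse 2 none of the 6 passed the thresholds, with adjusted p from 0.0674 to 0.12 (limma with Benjamini-Hochberg). The same test left out further genes without control mouse 1 (*Mir6358*, adjusted p = 0.107, and *Sprr1a*, 0.0583), control mouse 3 (*Mup11*, 0.0571, *Slco1a1*, 0.0569, and *Mir6358*, 0.06), HYA-treated mouse 1 (*Mup11*, 0.0523, and *Mir6358*, 0.0561) and HYA-treated mouse 3 (*Mup11*, 0.0792, *Slco1a1*, 0.0744, and *Mir6358*, 0.0699).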

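Fig. 4C used GO categories, and the methods section names neither their source nor the tool. Here 2 other collections were used. The Reactome set Extracellular matrix organization held 18 of the 109 annotated genes that were higher in control than in ND-fed mice, and 126 of the 3854 annotated genes tested. Its odds ratio was 6.66 (adjusted p = 3.25e-06, one-sided Fisher's exact test with Benjamini-Hochberg), and it ranked 1 among 785 sets, ahead of ECM proteoglycans and Degradation of the extracellular matrix. It ranked 5 with log2(FPKM + 0.1), 3 without ND-fed mouse 3, and 2 without control mouse 2 or control mouse 3. Under the other settings run for this set it ranked 1.

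Of the genes lower in HYA-treated than in control mice, 6 were annotated in Reactome and 2 of these belonged to this set (odds ratio 15.0, adjusted p = 1, one-sided Fisher's exact test with Benjamini-Hochberg). It ranked 6, with Glutathione conjugation at rank 1 and Degradation of the extracellular matrix at rank 4. Without the threshold on fold change, 9 of 63 annotated genes belonged to Extracellular matrix organization (odds ratio 5.23, adjusted p = 0.0185, the same test). It then ranked 7, with Integrin cell surface interactions at rank 1. Ranks 3, 4 and 5 were Assembly of collagen fibrils and other multimeric structures, Collagen degradation and ECM proteoglycans (adjusted p = 0.00334, 0.0144 and 0.0185, the same test). Without control mouse 2, 3 of 10 annotated genes belonged to Extracellular matrix organization (odds ratio 13.0). Without control mouse 1, control mouse 3, HYA-treated mouse 1 or HYA-treated mouse 3, only 1, 3, 3 and 3 annotated genes were lower and 0 belonged to it, too few to tell whether the set was enriched.

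A list of 173 ECM genes written without these data had 69 genes tested, of which 15 are also members of another list used here. In control compared with ND-fed mice, 61 of the 69 were higher, with a median log2 fold change of 0.72. Over all genes, 51 were higher and 5 lower by adjusted p (limma with Benjamini-Hochberg), and adjusted over the list alone, 56 were higher and 5 lower. In HYA-treated compared with control mice, 58 of the 69 were lower, with a median of −0.28. Over all genes, 8 were lower, and adjusted over the list alone, 28 were lower and 1 was higher. The median moved most with TPM, to −0.41, which is −0.31 relative to the median of all genes. Between HYA-treated and LA-treated mice the median was −0.27, with 60 of the 69 genes lower.

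In LA-treated compared with control mice, 39 of the 69 were lower, with a median of −0.02. That median was 0.04 without control mouse 1, −0.09 without control mouse 2, 0.02 without control mouse 3, −0.08 without LA-treated mouse 1, 0.04 without LA-treated mouse 2 and 0.0017 without LA-treated mouse 3. Camera gave an unadjusted p under 0.05 without control mouse 1 (0.0182), control mouse 2 (1.13e-06) and LA-treated mouse 1 (3.26e-05).

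The list was tested against all other genes with camera at a preset correlation between genes of 0.01, two-sided, with adjustment over 75 tests. The adjusted p was 5.02e-17 for control against ND-fed mice, 1.98e-14 for HYA-treated against control mice and 0.541 for LA-treated against control mice. With fry these were 0.000442, 0.043 and 0.933, so that the calls held. With the correlation estimated from the data, the adjusted p was 0.25 for control against ND-fed mice and 0.262 for HYA-treated against control mice, and neither call held. The unadjusted p of fry for HYA-treated against control mice was 0.0172, and it was 0.0583 without control mouse 1 (median −0.20), 0.0542 without control mouse 3 (−0.24) and 0.0505 without HYA-treated mouse 2 (−0.25).

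By p-value, *Gas6*, *Col1a1*, *Col3a1*, *Col1a2* and *Spp1* came at the top of the list in HYA-treated compared with control mice. *Gas6* (ENSMUSG00000031451, chromosome 8, 13465374 to 13494490) was at 18.7 FPKM in ND-fed, 64.6 ± 9.32 in control and 41.9 ± 2.96 in HYA-treated mice (means ± SD). Its log2 fold change between the last groups was −0.61 (standard error 0.10, adjusted p = 0.0205, limma with Benjamini-Hochberg). *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) was at 21.0, 118 ± 46.0 and 42.5 ± 7.29 FPKM (−1.39, standard error 0.28, adjusted p = 0.0347, limma with Benjamini-Hochberg). Across the alternatives run for single genes the adjusted p ranged from 0.00799 to 0.136 for *Gas6* and from 0.00799 to 0.137 for *Spp1* (limma with Benjamini-Hochberg). Without HYA-treated mouse 1, 2 or 3 it was 0.0523, 0.08 and 0.0699 for *Gas6* and 0.0819, 0.136 and 0.0699 for *Spp1*, without control mouse 1 it was 0.0668 and 0.124, and without control mouse 3 it was 0.0828 for *Spp1* (limma with Benjamini-Hochberg).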

Gene ontology (GO) enrichment analysis of the RNA-seq data revealed that the top two categories were extracellular matrix (ECM) and proteinaceous ECM for genes upregulated by feeding a high-fat diet as well as for genes downregulated by HYA treatment (Fig. 4C). Excessive accumulation of ECM in the liver due to an imbalance between its production and degradation contributes to the pathogenesis of hepatic fibrosis^31,32^. Indeed, RT-qPCR analysis showed that mRNA abundance for genes related to fibrosis—such as those for collagen (*Col1a1*, *Col1a2*, and *Col3a1*), α–smooth muscle actin (*Acta2*), TGF-β1 (*Tgfb1*), and tissue inhibitor of metalloproteinase 1 (*Timp1*)—was markedly decreased in the liver of HYA-treated mice compared with that of control mice (Fig. 4D). Hepatic expression of genes related to steatosis tended to be decreased in HYA-treated mice compared with control mice, but the differences did not achieve statistical significance (Fig. 4D). With regard to inflammation-related genes, hepatic expression of the monocyte chemoattractant protein–1 gene (*Mcp1*) was significantly decreased and that of the interleukin-6 gene (*Il6*) tended to be decreased in HYA-treated mice compared with control mice (Fig. 4D). Together, these results suggested that HYA treatment ameliorates liver fibrosis induced by a high-fat diet.

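In the sequenced livers, *Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 0.978 ± 0.317 FPKM in ND-fed, 10.7 ± 2.79 in control, 4.34 ± 1.09 in HYA-treated and 9.09 ± 1.86 in LA-treated mice (means ± SD, 3 mice each). The log2 fold change between HYA-treated and control mice was −1.12 (standard error 0.21, adjusted p = 0.0293, limma with Benjamini-Hochberg), and that between control and ND-fed mice 2.55. *Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) was at 5.49 ± 1.03 in control and 2.89 ± 0.389 in HYA-treated mice (−0.73, standard error 0.14, adjusted p = 0.0316, limma with Benjamini-Hochberg). *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) was at 18.0 ± 3.72 and 9.60 ± 1.21 (−0.83, standard error 0.16, adjusted p = 0.0296, limma with Benjamini-Hochberg).

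*Timp1* (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) was at 3.27 ± 1.2 FPKM in control and 0.996 ± 0.663 in HYA-treated mice (−1.12, standard error 0.28, adjusted p = 0.0607, limma with Benjamini-Hochberg). ND-fed mice were at the floor for this gene, and control mice were at least 15.4-fold higher. *Acta2* (ENSMUSG00000035783, chromosome 19, 34241090 to 34255336) was at 3.23 ± 0.473 and 2.07 ± 0.242 FPKM (−0.46, standard error 0.19, adjusted p = 0.234, limma with Benjamini-Hochberg). *Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) was at 4.37 ± 0.554 and 3.65 ± 0.396 FPKM (−0.21, standard error 0.11, adjusted p = 0.333, limma with Benjamini-Hochberg).

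Across the alternatives run for single genes the adjusted p ranged from 0.00858 to 0.137 for *Col1a1*, from 0.00905 to 0.142 for *Col1a2* and from 0.00799 to 0.137 for *Col3a1* (limma with Benjamini-Hochberg). For *Timp1* it ranged from 0.0277 to 0.244 (limma with Benjamini-Hochberg). Leaving out any mouse of these groups other than control mouse 2 brought the adjusted p of the 3 collagen genes to between 0.0523 and 0.142 (limma with Benjamini-Hochberg). Without control mouse 2, *Timp1* had an adjusted p of 0.0277 (limma with Benjamini-Hochberg). With only the 6 mice of these groups fitted, *Col1a1* had an adjusted p of 0.137 (limma with Benjamini-Hochberg).

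Of the 15 genes measured in Fig. 4D, 13 were abundant enough to be tested and 12 of these were lower in HYA-treated than in control mice. By adjusted p over all genes 3 of them passed, and adjusted over the list alone 6 passed (limma with Benjamini-Hochberg). Whether the mice measured by RT-qPCR include the sequenced ones is not stated, so that the number over the list alone is not independent evidence.

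From the lower mRNA abundance of ECM genes and of genes for collagen and its regulators in HYA-treated mice, the paper proposes that HYA lessens the fibrosis that a high-fat diet induces in the liver.

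**Figure D2:**
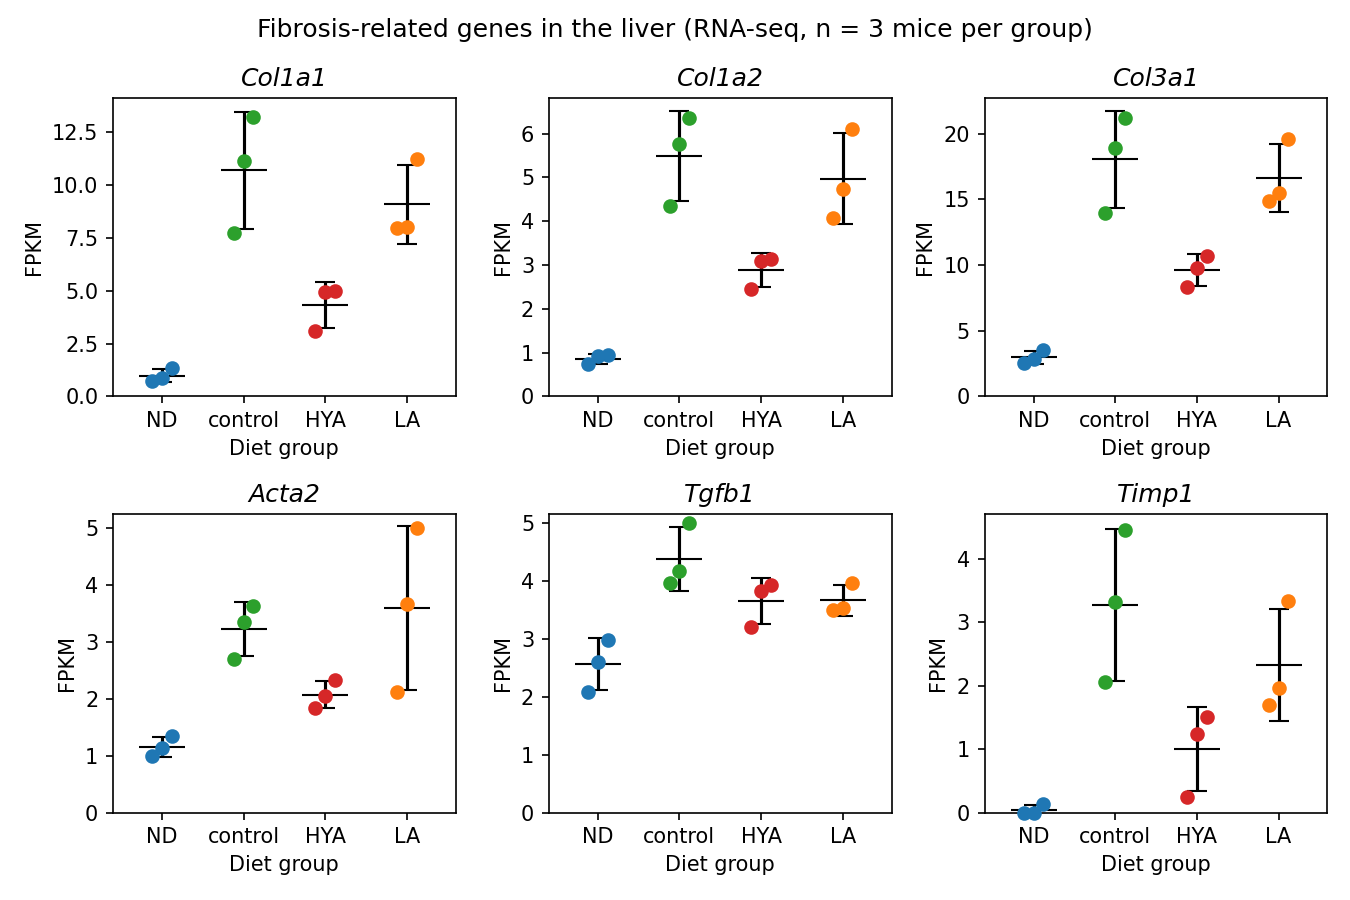
FPKM of 6 genes of Fig. 4D in each mouse (points) by group; bars show means ± SD of 3 mice. *Col1a1* averaged 10.7 in control and 4.34 in HYA-treated mice.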

**Figure 4:**
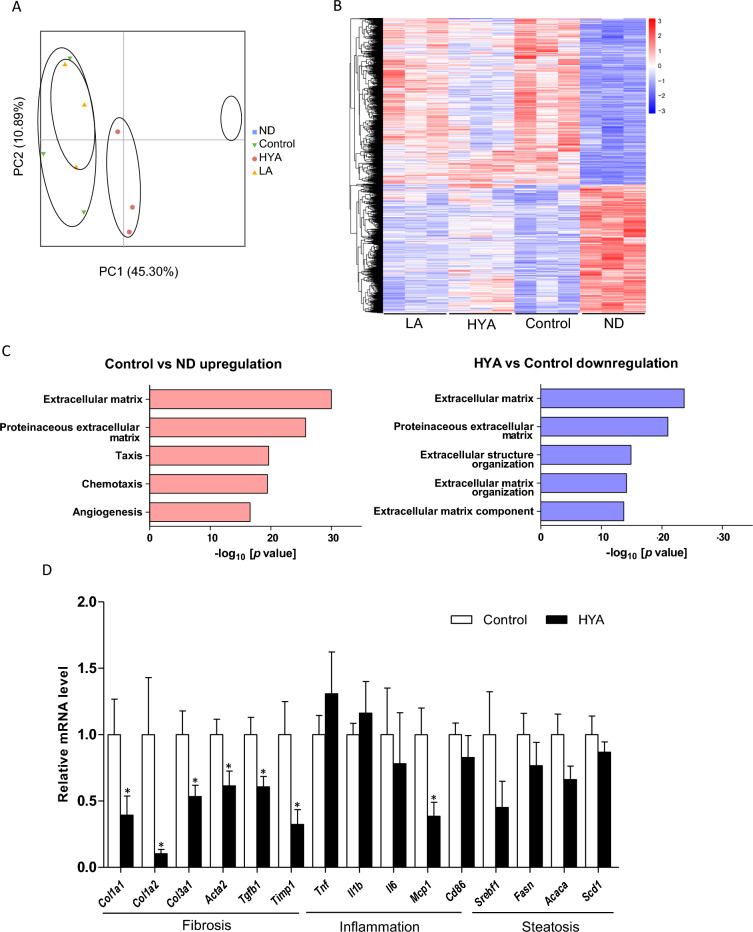
Effects of HYA on hepatic gene expression in mice fed a high-fat diet. (**A**) Principal component (PC) analysis of RNA-seq data for the liver of C57BL/6 J mice fed a normal diet (ND), a high-fat diet (control), or a high-fat diet containing 1% HYA or 1% LA for 26 weeks (*n* = 3 mice per group). (**B**) Heat map for hierarchical clustering of differentially expressed genes in the three independent samples per group in (**A**). (**C**) GO analysis of significantly upregulated genes (log_2_[fold change] of > 1, adjusted *p* value of < 0.05) in the liver of control versus ND-fed mice as well as of downregulated genes (log_2_[fold change] of <  − 1, adjusted *p* value of < 0.05) in the liver of HYA-treated mice versus control mice. (**D**) RT-qPCR analysis of mRNA abundance for the indicated genes in the liver of C57BL/6 J mice fed a high-fat diet (control) or a high-fat diet containing 1% HYA for 26 weeks. Data are means ± SEM (*n* = 6 mice per group). *p < 0.05 versus control mice (Student’s *t* test).

### HYA suppresses activation of TGF-β–Smad3 signaling in hepatic stellate cells

Hepatic fibrosis involves activation of hepatic stellate cells and consequent enhancement of ECM production^14^. TGF-β is a key fibrogenic factor that activates hepatic stellate cells and promotes fibrosis through a Smad3-dependent pathway^15^. To uncover the mechanism by which HYA ameliorates liver fibrosis, we examined its effect on TGF-β signaling and action in LX-2 human hepatic stellate cells. TGF-β induced the phosphorylation of Smad3 in these cells, and this effect was suppressed by HYA (Fig. 5A). In addition, HYA treatment attenuated the induction of fibrosis-related gene expression by TGF-β in LX-2 cells, whereas LA treatment had a lesser or no such effect (Fig. 5B). These results suggested that HYA ameliorates liver fibrosis through suppression of the TGF-β–Smad3 signaling pathway in hepatic stellate cells.

**Figure 5:**
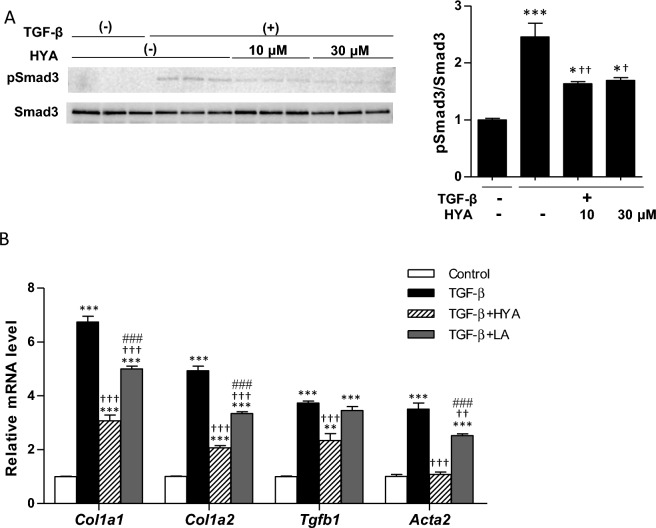
Effect of HYA on TGF-β signaling in human hepatic stellate LX-2 cells. (**A**) Immunoblot analysis of total and phosphorylated (p) forms of Smad3 in LX-2 cells incubated in the absence or presence of TGF-β (1 ng/mL) and HYA (10 or 30 µM) for 2 h. A representative blot and densitometric quantitation of the pSmad3/Smad3 band intensity ratio are shown. (**B**) RT-qPCR analysis of mRNA abundance for fibrosis-related genes in LX-2 cells incubated in the absence (control) or presence of TGF-β (1 ng/ml), HYA (10 μM), or LA (10 μM) for 24 h. All quantitative data are means ± SEM from three independent experiments (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001 versus control; †*p* < 0.05, ††*p* < 0.01, †††*p* < 0.001 versus TGF-β alone; ###*p* < 0.001 versus TGF-β plus HYA (one-way ANOVA followed by Tukey’s test).

## Discussion

Several clinical studies have shown that pioglitazone improves liver histology in NAFLD/NASH^21–27^, but the mechanism of this effect has remained unknown. We have now shown that pioglitazone treatment increased the concentration of LA metabolites in adipose tissue of KK-Ay mice. This effect was accompanied by an increase in the fraction of *Lactobacillus* in the gut microbiota. Furthermore, administration of the LA metabolite HYA attenuated hepatic histological changes including fibrosis in C57BL/6 J mice fed a high-fat diet. Finally, HYA attenuated the induction of fibrosis-related gene expression through suppression of TGF-β signaling. Our results thus implicate the LA metabolite HYA in the mechanism by which pioglitazone ameliorates NAFLD/NASH.

HYA administration markedly improved liver histology including steatosis, inflammatory cell infiltration, and fibrosis in mice fed a high-fat diet. 

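The size of the change with HYA was set against the change with the diet in the 387 genes that differed between LA-treated and ND-fed mice (236 higher and 151 lower in LA-treated mice), a comparison that shares no library with that of HYA-treated and control mice. Of these genes, 91.2% moved towards the ND level in HYA-treated compared with control mice, where 50% is chance. Each HYA-treated mouse alone gave 86.05% to 87.34%. TPM and other filters on low values were not run for the share of genes moved. Among the alternatives run that kept every mouse, that share moved most with median-ratio size factors, to 90.6%. The median ratio of the change with HYA to the change with the diet was 0.342, where 1 is a full return to the ND level. In an exact two-sided permutation test of this ratio p was 0.1 (n = 3 per group), the smallest value that it can give.

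Among the 236 genes were 17 ECM genes of the list, and all 17 were lower in HYA-treated than in control mice, with a median ratio of 0.424. By adjusted p, 16 of the 17 were still higher in HYA-treated than in ND-fed mice (limma with Benjamini-Hochberg), against the same ND-fed mice that had served to choose them. Over the 69 ECM genes tested, the median log2 fold change of HYA-treated against ND-fed mice was 0.41, with 62 genes higher, and over all genes 35 were higher and 1 lower by adjusted p (limma with Benjamini-Hochberg). Adjusted over the list alone, 47 were higher and 4 lower.

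**Figure D3:**
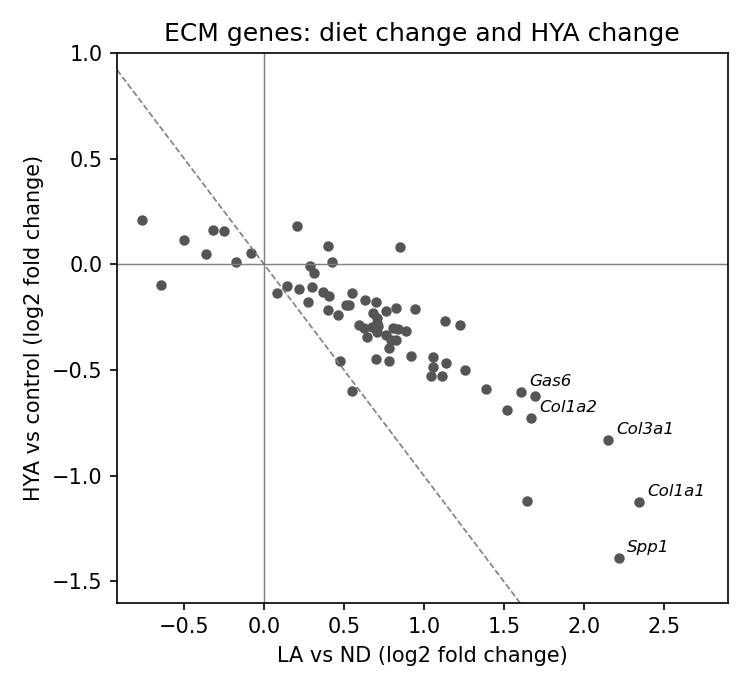
Log2 fold change of the 69 ECM genes (points) in HYA-treated against control mice (y) and in LA-treated against ND-fed mice (x); the dashed line marks a full return to the ND level. The medians were −0.28 (y) and 0.70 (x).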

Whereas GO analysis of RNA-seq data showed that a high-fat diet induced substantial upregulation of the expression of ECM-related genes, consistent with the results of previous studies^33,34^, the expression of such genes was normalized by concomitant HYA administration. Given that excessive production of ECM by hepatic stellate cells is a central contributor to the pathogenesis of liver fibrosis^15^, HYA may attenuate the fibrotic process by targeting ECM-related gene expression. Indeed, we have now also shown that HYA suppresses fibrosis-related gene expression by inhibiting TGF-β–Smad3 signaling in hepatic stellate cells. Hepatic fibrosis is the strongest predictor of liver-related events and long-term mortality in individuals with NAFLD/NASH^13,35^. By targeting liver fibrosis, HYA may therefore be of therapeutic benefit for NAFLD/NASH patients.

In this study, HYA treatment did not alter blood glucose levels whereas this treatment ameliorated insulin resistance at an early stage of the treatment. The possible mechanism for this result may involve glucagon and incretin hormones. It has been reported that glucagon secretion by the long-chain fatty acids such as palmitic acid and DHA is suppressed in mice lacking GPR40 and GPR120^36^, suggesting that GPR40 and GPR120 mediate glucagon secretion by long-chain fatty acid. Recently, HYA has been shown to activate GPR40 and GPR120 in intestinal L cells to increase the secretion of the incretin GLP-1^37^. These findings suggest that HYA may affect glucagon secretion via activation of GPR40 and GPR120 in pancreatic ∝-cells. Thus, in addition to ameliorating insulin resistance, HYA may modulate blood glucose levels by affecting the secretion of glucagon and incretin hormones.

We found that HYA administration suppressed weight gain and ameliorated insulin resistance in mice fed a high-fat diet, consistent with the results of a recent study^37^. In our study, the weight of epididymal adipose tissue was slightly but significantly increased while that of subcutaneous adipose tissue was decreased by HYA administration, suggesting that the amelioration of insulin resistance by HYA may not simply be due to a reduction in fat mass. Such attenuation of insulin resistance in a manner independent of fat mass is reminiscent of metabolic healthy obesity, characterized by obesity in the absence of metabolic and cardiovascular complications^38^. Although the mechanisms responsible for the distinction between metabolically healthy and metabolically unhealthy obesity are not well understood, factors such as chronic inflammation and fibrosis in adipose tissue, changes in adipokine levels, and adipocyte size are thought to play a role^39^. Indeed, HYA administration was previously shown to reduce the circulating level of the proinflammatory adipokine MCP-1 and to attenuate chronic inflammation in adipose tissue of mice with diet-induced obesity^37^. Furthermore, the gut microbial LA metabolite KetoA was shown to have effects on adipose tissue including upregulation of adiponectin secretion^40^. Further study of the effects of the gut microbial LA metabolites on adipose tissue and their underlying mechanisms may therefore provide important insight into metabolically healthy or unhealthy obesity.

LA metabolites including HYA are produced by lactic acid bacteria represented by *Lactobacillus* in the gut^28^. Our present results suggest that pioglitazone increases the LA metabolite content of host tissue by increasing the fraction of *Lactobacillus* in the gut microbiota. However, there was some variability in the fraction of *Lactobacillus* for each mouse treated with pioglitazone. Although the mechanism for this variability among each mouse remained undetermined in this study, some factor that differs among each mouse might be required for the increase of *Lactobacillus* by pioglitazone. Adipose tissue is the major target organ of pioglitazone, given that PPARγ is predominantly expressed in adipocytes^41^. Pioglitazone ameliorates insulin resistance by various mechanisms. It thus increases the number of small adipocytes by promoting the differentiation of preadipocytes into mature adipocytes, reduces the number of hypertrophic adipocytes by inducing apoptosis, suppresses proinflammatory adipokine production, and increases the production of adiponectin^42–44^. PPARγ is also expressed in other cell types including colonic epithelial cells and immune cells^45,46^, although its expression level is relatively low in these cells compared with adipocytes. Consistent with this expression pattern, pioglitazone suppresses inflammation and improves intestinal barrier function in colitis^47,48^. It is thus possible that pioglitazone influences the gut microbiota through its effects on adipose tissue or, more directly, through those on intestinal epithelial cells and immune cells in the intestinal tract. Studies with tissue- or cell type–specific PPARγ knockout mice may shed light on which tissues or cells mediate the effect of pioglitazone on the gut microbiota.

In conclusion, our findings suggest that the gut microbial LA metabolite HYA plays a role in the mechanism by which pioglitazone ameliorates NAFLD/NASH. We have also revealed a previously unrecognized mechanism by which HYA suppresses fibrosis-related gene expression through inhibition of TGF-β–Smad3 signaling in hepatic stellate cells. Its ability to target liver fibrosis may render HYA of therapeutic benefit for individuals with NAFLD/NASH.

### Supplementary Information

Supplementary Information.

## Data Availability

Data, analytic methods, and study materials are all available on request to the corresponding author. Original RNA-seq data have been deposited in the Gene Expression Omnibus database of NCBI (GSE242881).

# Supplementary material for: A gut microbial metabolite of linoleic acid ameliorates liver fibrosis by inhibiting TGF-β signaling in hepatic stellate cells
**Source:** Sci Rep. 2023 Nov 3;13:18983. doi: 10.1038/s41598-023-46404-5

## **A gut microbial metabolite of linoleic acid ameliorates liver fibrosis by inhibiting TGF- $\beta$ signaling in hepatic stellate cells**

Nanaho Kasahara<sup>1,8</sup>, Yukiko Imi<sup>1,8</sup>, Reina Amano<sup>1</sup>, Masakazu Shinohara<sup>2,3</sup>, Kumiko Okada<sup>4</sup>, Yusei Hosokawa<sup>4</sup>, Makoto Imamori<sup>4</sup>, Chiaki Tomimoto<sup>5</sup>, Jun Kunisawa<sup>6</sup>, Shigenobu Kishino<sup>7</sup>, Jun Ogawa<sup>7</sup>, Wataru Ogawa<sup>4</sup>, Tetsuya Hosooka<sup>1,4,6,\*</sup>

### **This PDF file includes:**

Supplementary Table S1

Supplementary Figures S1

Full length images of western blotting

Supplemental Table S1

Sequence of primers for RT-qPCR analysis.  
Sequence of primers for the indicated genes for RT-qPCR analysis is shown.

| Species | Gene          | Forward primer (5' → 3') | Reverse primer (5' → 3')   |
|---------|---------------|--------------------------|----------------------------|
| Mouse   | <i>Colla1</i> | CCTCAGGGTATTGCTGGACAAC   | ACCACTTGATCCAGAAGGACCTT    |
|         | <i>Colla2</i> | GTAAC TTCGTGCCTAGCAACA   | CCTTTGTCAGAATACTGAGCAGC    |
|         | <i>Col3a1</i> | CTGTAAACATGGAAACTGGGGAAA | CCATAGCTGAACTGAAAACCACC    |
|         | <i>Acta2</i>  | GTCCCAGACATCAGGGAGTAA    | TCGGATACTTCAGCGTCAGGA      |
|         | <i>Tgfb1</i>  | CTCCCGTGGCTTCTAGTGC      | GCCTTAGTTTGGACAGGATCTG     |
|         | <i>Timp1</i>  | GCAACTCGGACCTGGTCATAA    | CGGCCC GTGATGAGAACT        |
|         | <i>Tnf</i>    | GGTCCCCAAAGGGATGAG       | TCCTCCACTTGGTGGTTTG        |
|         | <i>Il1b</i>   | TTCAGGCAGGCAGTATCACTC    | GAAGGTCCACGGGAAAGACAC      |
|         | <i>Il6</i>    | TAGTCCTTCCTACCCCAATTTCC  | TTGGTCCTTAGCCACTCCTTC      |
|         | <i>Mcp1</i>   | CCAAC TCTCACTGAAGCCAGCTC | TTGGGATCATCTTGCTGGTGAA     |
|         | <i>Cd86</i>   | TGTTTCCGTGGAGACGCAAG     | TTGAGCCTTTGTAAATGGGCA      |
|         | <i>Srebf1</i> | AGCCATGGATTGCACATTT      | CACGGACGGGTACATCT          |
|         | <i>Fasn</i>   | GCTGGCATTCGTGATGGAGTCGT  | AGGCCACCAGTGATGATGTA ACTCT |
|         | <i>Acaca</i>  | GATGAACCATCTCCGTTGGC     | GACCCAATTATGAATCGGGAGTG    |
|         | <i>Scd1</i>   | TTCTTGCGATACACTCTGGTGC   | CGGGATTGAATGTTCTTGTCGT     |
|         | <i>Rplp0</i>  | GAGGAATCAGATGAGGATATGGGA | AAGCAGGCTGACTTGGTTGC       |
| Human   | <i>Colla1</i> | GAACGCGTGT CATCCCTTGT    | GAACGAGGTAGTCTTTCAGCAACA   |
|         | <i>Colla2</i> | TCAAAC TGGCTGCCAGCAT     | CAAGAAACACGTCTGGCTAGG      |
|         | <i>Tgfb1</i>  | ACCTGAACCCGTGTTGCTCT     | CTAAGGCGAAAGCCCTCAAT       |
|         | <i>α-Sma</i>  | CCGACCGAATGCAGAAGG       | ACAGAGTATTTGCGCTCCGGA      |
|         | <i>Rplp0</i>  | ATGCAGCAGATCCGCATGT      | TTGCGCATCATGGTGTCTT        |

Supplementary Figure S1

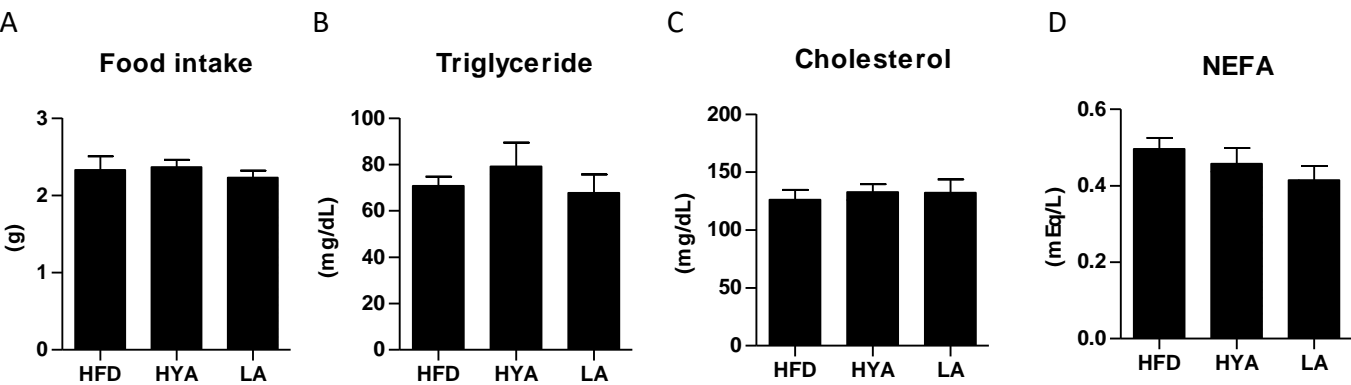

Supplementary Figure S1: Lack of effect of HYA treatment on food intake and plasma triglyceride, cholesterol, and NEFA levels in mice fed a high-fat diet.

(A) Food intake at 4 to 5 weeks after the onset of feeding C57BL/6J mice with a high-fat diet (HFD) supplemented or not with 1% HYA or 1% LA. (B-D) Plasma triglyceride (B), total cholesterol (C), and NEFA (D) levels in mice as in (A) at 24 weeks after the onset of HFD feeding. All data are means  $\pm$  SEM (n = 6 to 10 mice per group).

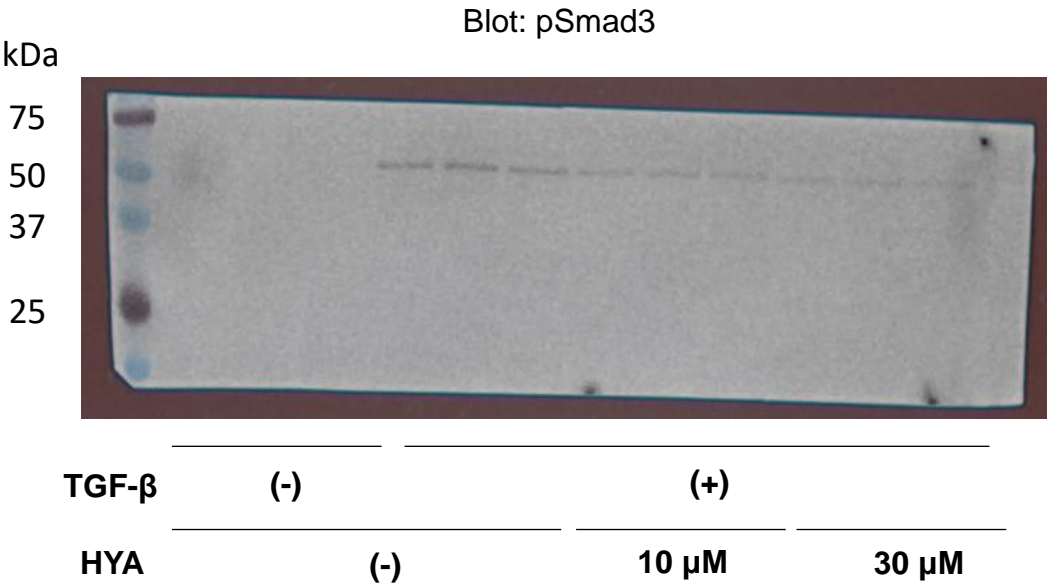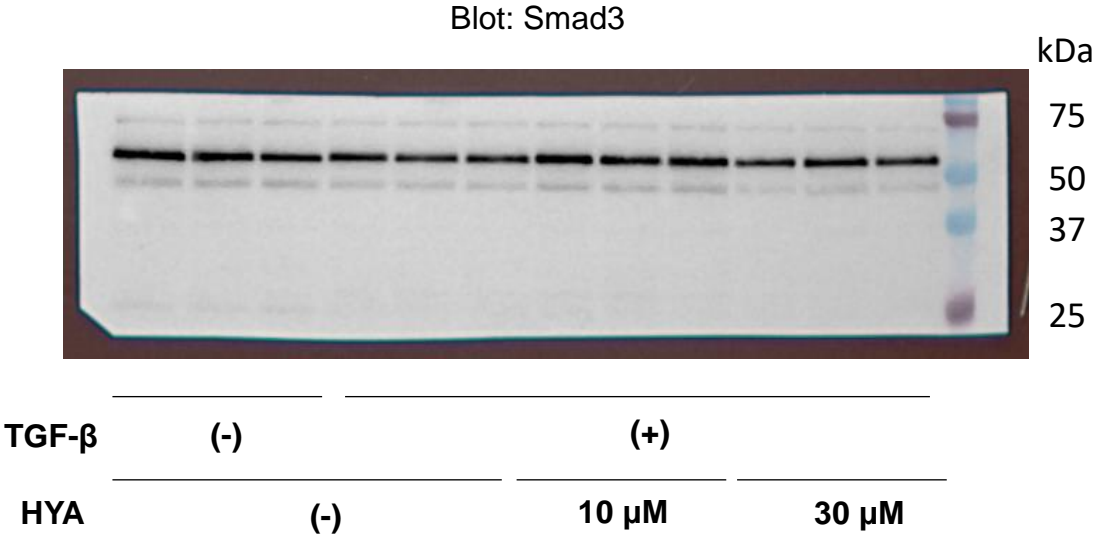

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

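Liver RNA of 12 male C57BL/6J mice was analysed, 3 mice in each of the groups ND, control, HYA and LA, after 26 weeks on the diets. The authors sequenced paired ends on the Illumina HiSeq platform at Novogene and deposited 1 table of FPKM per gene and mouse, with gene identifiers, coordinates and gene lengths. The aligner, the counting tool, the annotation release and the library scaling are not stated in the methods section. Coordinates of 53585 of the 54495 gene identifiers shared with GENCODE M21 (98.33%) were identical, so the build was taken as GRCm38. The smallest step of each column, taken after multiplication by gene length, was read as 1 fragment, and the fragments per gene were recovered from it. The library scaling of the authors was near to but not equal to the fragments recovered, and it was kept.

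Fragments on genes per mouse had a median of 19610557 over the 12 mice. The 10 most abundant genes of each mouse took 16.7% to 18.5% of its fragments, and 19281 to 20372 genes had at least 1 fragment. Correlations between mice of the same group were 0.983 to 0.990 across genes, and no 2 columns were duplicates.

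The design foresaw a test on counts and, for a table of FPKM, limma on log2(FPKM + 1), and the latter was used. All computations were done in R 4.3.3 with limma 3.58.1 (linear model, empirical Bayes with trend, two-sided), fgsea 1.28.0 as the source of the Reactome mouse sets, and statmod 1.5.0. Genes with a mean of at least 1 FPKM over all mice were tested (11083, of which 10022 are protein-coding and 10062 have an Entrez identifier). The pseudocount was 1. The comparisons were control against ND, HYA against control, LA against control, HYA against LA, HYA against ND and LA against ND. The thresholds were a Benjamini-Hochberg adjusted p-value of 0.05 over all tested genes of a comparison and an absolute log2 fold change of 1. No block for the replicate number was used, since neither the paper nor the sample labels state that a number joins mice of different groups.

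Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Lists with fewer than 5 tested genes were left out, namely neutrophils (2 genes tested), pancreatic acinar cells (1) and lymphocytes (1). The level of 1 marker gene is not reported here. Over-representation used a one-sided Fisher's exact test on Reactome sets with 10 to 500 tested members. Positions between control and ND-fed mice were computed as projections, and single values of groups of 3 mice were compared by exact two-sided permutation tests. Tests of positions against control mice are not exact, since control mice also set the axis. For the positions, the design held out a control mouse, and holding out an ND-fed mouse as well was added after simulated data had shown that the scale was otherwise biased.

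The genes named are all genes of Fig. 4D and *Rplp0*, and the 5 genes of the ECM list with the lowest p-value in HYA-treated against control mice. In addition they are the 3 largest increases and the 3 largest decreases of the comparisons control against ND, HYA against control and LA against control, among genes past the thresholds with ranges that did not overlap, a mean of at least 1 FPKM and a symbol that is not a clone name. LA against control had no such gene.

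The methods were tested on simulated data with 200 changed genes. limma on log2(FPKM + 1) recovered 97% of genes changed 4-fold and 77% of those changed 2-fold, with 6.95% of its calls false and 4 calls in a comparison without change. With a pseudocount of 0.1 the false share was 5.43%, and voom on recovered fragments recovered 99% and 83% with a false share of 3.19%. The set test, camera at the preset correlation, called 1% of 100 random sets at p under 0.05. Genes were drawn independently in the simulated data, so that this value does not test the preset correlation. A group moved 0.4 of the way along the axis was placed at 0.394.

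The alternatives tried were median-ratio size factors, no filter on low values, a filter of 10 mean fragments, a replicate block, TPM, a pseudocount of 0.1, a fit of only the 2 groups compared, no threshold on fold change, and leaving out each mouse in turn. For principal components they also were the 500 genes with the largest variance and scaling to unit variance, and for lists the other 2 set tests and the Reactome set. These choices, the 26 lists other than the male-biased and female-biased ones, and the rule for named genes were set before the data were examined. The exceptions were voom on recovered fragments, the clock phase as a covariate, TPM for the ECM list and the pseudocount of 0.1 for results other than numbers of genes, which were added afterwards. TPM, no filter and the filter of 10 mean fragments were not run for single genes or for the share of genes moved towards ND. No other filter was run for principal components and positions.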

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

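The tests of cell shares, of the female-biased list, and of harvest time for the bile acid, cell cycle, lipid droplet and cholangiocyte lists were chosen only after the result was seen. The clock phase as a covariate, used for the male-biased list as well, was added after the data were examined. The 5 results below concern lists of genes that the paper does not discuss and that differed between HYA-treated and control mice by camera and by fry after adjustment over 75 tests. With the correlation between genes estimated from the data, the adjusted p of each of the 5 was 0.182, so that none passed under that setting. The paper names 2 animal facilities and does not state where each group was kept, and it does not state the feeding state at harvest. No test here separates either from the diet groups, and both stay open for every result below. Fragments per mouse ranged from 18355799 to 25220880 in HYA-treated and from 19558364 to 20669092 in control mice.

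Genes with higher expression in the male than in the female liver were higher in HYA-treated than in control mice. The list was written after some of the most changed genes had been seen, and those genes were left out of it. The median log2 fold change was 0.819 (24 of 28 genes higher, adjusted p = 6.26e-10 by camera and 0.00414 by fry). It was −1.92 for control against ND-fed mice, 0.143 for LA-treated against control mice (20 of 28 genes higher, adjusted p = 0.0127 by camera and 0.641 by fry) and 0.665 for HYA-treated against LA-treated mice. The most abundant members were *Mup3* (mean 3630 FPKM) and *Mup20* (1500), and 4 of the 28 are in another list. The tables argue against GC content or gene length (median 0.754 after removal of the trend), the authors' library scaling (0.8 with median-ratio size factors), harvest time as far as the clock phase measures it (0.821 with the phase as a covariate) and a single mouse (0.657 at its smallest, without control mouse 1). They also argue against a change in the share of hepatocytes, since the list exceeded the hepatocyte list by 0.9 in the change from control to HYA-treated mice. Reads shared within the *Mup* and *Cyp4a12* families would leave nothing without those families, but the median was 0.456 in the 15 genes left, with 12 of them higher. With TPM the median relative to all genes was 0.906. A sex-linked program that moves both kinds of genes in opposite directions is a candidate explanation, but the female-biased list had a median of 0.0921 with 9 of its 17 genes higher and cannot be told apart from no change. That median was −0.0112 without a filter on low values, −0.0388 with TPM (0.062 relative to all genes), 0.255 without HYA-treated mouse 1, 0.0276 without HYA-treated mouse 3, 0.179 without control mouse 2 and 0.0543 without control mouse 3.

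Genes of bile acid synthesis and transport were higher in HYA-treated than in control mice, with a median of 0.469 (15 of 15 genes higher, adjusted p = 5.75e-07 by camera and 0.00142 by fry). The median was −0.721 for control against ND-fed mice, 0.073 for LA-treated against control mice (12 of 15 genes higher, adjusted p = 0.0133 by camera and 0.429 by fry) and 0.31 for HYA-treated against LA-treated mice. *Slco1b2* (250 FPKM) and *Slc10a1* (217) were the most abundant, and 2 of the 15 are in another list. Against GC content or gene length stands a median of 0.413, against the library scaling 0.447, against harvest time 0.462 and against a single mouse 0.319 (without control mouse 1). The list exceeded the hepatocyte list by 0.307, which argues against a change in the share of hepatocytes. With TPM the median relative to all genes was 0.451. That HYA acts on these genes may be put as a hypothesis, which was not tested beyond the design itself.

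Genes of the cell cycle were lower in HYA-treated than in control mice, with a median of −0.498 (8 of 8 genes lower, adjusted p = 1.3e-05 by camera and 0.0138 by fry). They were at 0.897 in control against ND-fed mice. They were lower in LA-treated than in control mice as well, at −0.341 (8 of 8 genes, adjusted p = 9.13e-06 by camera and 0.126 by fry), and at −0.137 in HYA-treated against LA-treated mice. The latter, with 6 of 8 genes lower, had an unadjusted p of 0.0194 by camera and 0.168 by fry. A difference between the 2 supplements was therefore not shown by both tests. The genes are of low abundance (*Pcna* 10.7 and *Mcm3* 2.86 FPKM), and none is in another list. Against GC content or gene length stands −0.502, against the library scaling −0.514, against harvest time −0.515 and against a single mouse −0.405 (without control mouse 1). With TPM the median relative to all genes was −0.666. A lower share of all nonparenchymal cells would lower their other markers as well. The sinusoidal endothelium list was at −0.052 (9 of 14 genes lower) and the stellate cell list at −0.0241 (8 of 15), which argues against it. The macrophage (−0.367) and cholangiocyte (−0.411) lists were lower, so that a lower share of some cell types stays open. Relative to the endothelium list the change was −0.44, with a spread between mice (SD 0.282 in HYA-treated and 0.199 in control mice) too wide to decide by itself. It may be that fewer cells divide, but no test here separates the cell types.

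Genes of lipid droplets and PPARγ targets were lower in HYA-treated than in control mice, with a median of −0.32 (11 of 14 genes lower, adjusted p = 7.45e-05 by camera and 0.013 by fry). The median was 1.29 for control against ND-fed mice, 0.06 for LA-treated against control mice and −0.36 for HYA-treated against LA-treated mice. *Plin2* (286 FPKM) and *G0s2* (131) were the most abundant, and 5 of the 14 are in another list. Against GC content or gene length stands −0.354, against the library scaling −0.342, against harvest time −0.307 and against a single mouse −0.258 (without control mouse 3). Relative to the hepatocyte list, which rose, the change was −0.478 from control to HYA-treated mice, which argues against a change in the share of hepatocytes. With TPM the median relative to all genes was −0.376. Smaller fat stores with HYA are a candidate explanation, which no measurement in these 12 livers tested.

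Marker genes of cholangiocytes were lower in HYA-treated than in control mice, with a median of −0.411 (5 of 5 genes lower, adjusted p = 0.000413 by camera and 0.0154 by fry). The median was 0.813 for control against ND-fed mice (3 of 5 genes higher and 2 lower, adjusted p = 0.0689 by camera and 0.013 by fry). It was −0.06 for LA-treated against control mice and −0.43 for HYA-treated against LA-treated mice. *Spp1* (70.8 FPKM), which is also an ECM gene, was the most abundant, and all 5 genes were above 1 FPKM on average in these livers. Against GC content or gene length stands −0.416, against the library scaling −0.427, against harvest time −0.417 and against a single mouse −0.299 (without HYA-treated mouse 3). Relative to the sinusoidal endothelium list the change was −0.586, which argues against a lower share of all nonparenchymal cells. With TPM the median relative to all genes was −0.515. Fewer bile duct cells, or lower expression in them, may account for it, and 5 genes do not separate these.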

How the results depend on the processing

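No test in this part was chosen after its result was seen except those with voom, the clock phase, TPM for the ECM list, and the pseudocount of 0.1 for results other than numbers of genes. Unless another cause is named, the cause was not tested.

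Of the values that answer a comparison, 112 were counted as unchanged across the alternatives that kept all mice. Another 36 moved, 2 were weaker and 1 was stronger. Unchanged means on the same side of the threshold, within the spread or, for numbers of genes, within a fixed factor of the main number. In LA-treated against control mice 0 genes passed under every alternative, with 233 to 986 genes at an unadjusted p under 0.05.

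Without a threshold on fold change, which lets in more genes by construction, 1795 genes were higher and 2115 lower in control than in ND-fed mice, 174 and 136 in HYA-treated than in control mice, 26 and 28 in HYA-treated than in LA-treated mice, and 966 and 870 in HYA-treated than in ND-fed mice. The odds ratio of Reactome ECM organization among genes lower in HYA-treated than in control mice was then 5.23 (adjusted p = 0.0185). Without a filter on low values, 26045 genes were tested, and 4 were higher and 7 lower in HYA-treated than in control mice, all 11 among the 34 of the filtered fit. In HYA-treated against LA-treated mice 0 were higher and 0 lower, with 2911 genes at an unadjusted p under 0.05. With only the 2 groups compared in the fit, 0 genes were higher and 0 lower in HYA-treated than in control mice (1736 at an unadjusted p under 0.05), and 14 were higher in HYA-treated than in LA-treated mice.

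With TPM, 747 genes were higher in control than in ND-fed mice and 274 in HYA-treated than in ND-fed mice. Of HYA-treated against control mice 45 were lower, and of HYA-treated against LA-treated mice 7 were higher and 26 lower. TPM gives all columns the same total, and it moved the median log2 fold change of all genes to 0.179 in control against ND-fed mice and to −0.101 in HYA-treated against control mice. Relative to these, the ECM list had a median of 0.801 and −0.311. The pseudocount of 0.1 gave 461 genes higher in control than in ND-fed mice, 237 higher in HYA-treated than in ND-fed mice and 5 higher in HYA-treated than in LA-treated mice. It enlarges the fold change of genes with low FPKM by construction. With voom on recovered fragments, 1035 genes were higher and 326 lower in control than in ND-fed mice, and 392 higher and 135 lower in HYA-treated than in ND-fed mice. In HYA-treated mice 83 genes were lower than in control mice, and 15 were higher and 38 lower than in LA-treated mice. Of the 34 genes changed between HYA-treated and control mice, 29 were shared with voom, 30 with TPM, 30 with the pseudocount of 0.1 and 32 with the clock phase as a covariate (36 genes).

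The share of PC1 was 64.8% for the 500 genes with the largest variance, 36.8% with scaling to unit variance, 48.2% with TPM, 48.6% with the pseudocount of 0.1 and 52.6% with voom, against a spread of 2.57 over the fits that left out 1 mouse. For the ECM list, medians of 0.72 in control against ND-fed and −0.28 in HYA-treated against control mice no longer passed when camera estimated the correlation between genes (p = 0.0566 and 0.0767).

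Over the fits that each left out 1 mouse, genes higher in HYA-treated than in control mice numbered 0 to 36 and lower genes 0 to 32, with 0 and 0 without HYA-treated mouse 2 (1477 at an unadjusted p under 0.05). In HYA-treated against LA-treated mice they numbered 0 to 4 and 0 to 4, with 0 and 0 without HYA-treated mouse 2, LA-treated mouse 1 or LA-treated mouse 2 (1303, 1244 and 1702 at an unadjusted p under 0.05). The position of HYA-treated mice was 0.238 (without control mouse 1) to 0.368 (without control mouse 2), that of LA-treated mice −0.076 (without control mouse 1) to 0.082 (without control mouse 3). The share of PC1 was 51.6% to 58.9% and the share of genes moved towards ND 88.6% to 91.6%. The odds ratio of Reactome ECM organization among genes lower in HYA-treated than in control mice was 0 to 13.0, at 0 without control mouse 1, control mouse 3, HYA-treated mouse 1 or HYA-treated mouse 3, where only 1, 3, 3 and 3 annotated genes were called, too few to tell. Without HYA-treated mouse 2 no gene was called, and there was no value. The median of the ECM list in LA-treated against control mice was −0.088 to 0.041 and changed sign to 0.040 without control mouse 1, 0.017 without control mouse 3, 0.041 without LA-treated mouse 2 and 0.0017 without LA-treated mouse 3. The unadjusted p of camera, 0.455 with all mice, was under 0.05 in both directions: 0.0182 without control mouse 1 (0.040), 1.13e-06 without control mouse 2 (−0.088) and 3.26e-05 without LA-treated mouse 1 (−0.083). In these fits 89 other values were counted as unchanged by the same rule as above. That rule allowed the number of genes lower in HYA-treated than in control mice to fall from 16 to 11 without control mouse 3.

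The log2 fold change of *Srebf1* in HYA-treated against control mice, 0.10 with all mice, was −0.20 without control mouse 3 and −0.14 without HYA-treated mouse 3, within a range of −0.20 to 0.32 over the fits without 1 mouse. TPM and the other filters were not run for the single genes named. Under the alternatives run that kept all mice, 11 of their values no longer passed, all with only the 2 groups in the fit. In these fits 1 value passed in addition (*Timp1* with the replicate block) and 158 stayed the same. In the fits without 1 mouse, 40 no longer passed, 1 passed in addition and 161 stayed the same.

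With the replicate number as a block, 29 genes changed between HYA-treated and LA-treated mice (16 higher), among them all 12 found without it, and 41 between HYA-treated and control mice (33 shared). The numbers do not pair the mice. After removal of group means, the 18 pairs of mice with the same number had correlations of −0.396 to 0.294 (median 0.0081, 3 above 0.1) and the 36 pairs with different numbers −0.375 to 0.393 (median −0.017, 7 above 0.1).

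The alternatives that need counts (a second count-based test, and size factors within the first) were not run, since the table holds FPKM. Median-ratio size factors computed on FPKM took the place of the latter. Depth limits genes near the floor: at 3 fragments *Il6* gave no fold change in any comparison, and 99 of the ECM genes were too low to be tested.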

Differences from the paper's values

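No test in this part was chosen only after the result was seen, except that voom and the smaller pseudocount were added after the data were examined. These settings enter the Reactome ranks and the ranges of adjusted p over the alternatives given below. Ratios of HYA-treated to control mice were computed from mean FPKM of 3 mice per group and set beside the RT-qPCR bars of the paper, which are means ± SEM of 6 mice. A ratio was counted as different when it was off by more than the larger of the SD over the HYA-treated mice and the paper's SEM read by eye, and 1 of the 2 values was also more than 1.5 times the other. By this rule 3 of 14 genes compared differed. *Il1b* (0.847, against about 1.2 in the paper) did not, but it differed with TPM (0.772), without control replicate 2 (0.723) and without HYA replicate 2 (0.69). *Ccl2* (0.575, against about 0.39) differed only without control replicate 3 (0.783) and without HYA replicate 2 (0.652).

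For *Col1a2* the ratio was 0.527, against the paper's value of about 0.11 in Fig. 4D, read by eye. Under the alternatives set before the data were examined it was 0.477 to 0.572, and none closed the gap. For *Tnf*, which was too low to be tested, the ratio was 0.706, against the paper's value of about 1.3 in Fig. 4D, read by eye. Under the alternatives set before the data were examined it was 0.473 to 0.844, so that none reached the paper's value or its direction. The values without control replicate 3 (0.844, SD 0.483), without HYA replicate 2 (0.828, SD 0.486) and without HYA replicate 3 (0.817, SD 0.502) lay within 1 SD of it, where *Tnf* had 7 to 23 fragments per mouse in these groups. Median-ratio size factors (0.695), TPM (0.65) and the values without control replicate 1 (0.687), control replicate 2 (0.621) or HYA replicate 1 (0.473) did not. For *Srebf1* the ratio was 1.07, against the paper's value of about 0.46 in Fig. 4D, read by eye. Under the alternatives set before the data were examined it was 0.879 to 1.22, and none closed the gap.

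The paper places 2 ECM categories at the top for genes downregulated by HYA. In Reactome the set Extracellular matrix organization ranked 6 for those genes, 7 without the threshold on fold change, 6 with the pseudocount of 0.1, 12 of 863 sets with voom, 3 with the replicate block and 3 without control replicate 2. Without control replicate 1, control replicate 3, HYA replicate 1 or HYA replicate 3 none of the 1, 3, 3 and 3 annotated genes belonged to the set, and its rank has no meaning. Other matrix sets ranked above it. With the threshold, Degradation of the extracellular matrix ranked 4, but only 6 annotated genes were called and the lowest adjusted p was 0.261 (one-sided Fisher's exact test). Without the threshold, Assembly of collagen fibrils and other multimeric structures, Collagen degradation and ECM proteoglycans ranked 3, 4 and 5. The paper reports a significant decrease in the mRNA abundance of *Timp1*, *Acta2*, *Tgfb1* and *Ccl2* (*Mcp1*) with HYA. It tested each gene alone by Student's t test in 6 mice per group, a less strict threshold than adjustment over all genes. Unadjusted limma gave p of 0.00217 for *Timp1*, 0.0375 for *Acta2*, 0.0791 for *Tgfb1* and 0.0992 for *Ccl2*. Tested alone, *Timp1* and *Acta2* therefore pass 0.05 here as well. By limma with Benjamini-Hochberg over all genes the adjusted p was 0.0607 for *Timp1*, 0.234 for *Acta2*, 0.333 for *Tgfb1* and 0.372 for *Ccl2*. Over the alternatives run for single genes the adjusted p was 0.0277 to 0.244, 0.15 to 0.478, 0.247 to 0.713 and 0.097 to 0.722. *Timp1* passed with the replicate block (0.0332) and without control replicate 2 (0.0277). The paper states that HYA brought the expression of ECM genes to the normal level. Of 17 ECM genes raised in LA-treated over ND-fed mice, 16 were still higher in HYA-treated than in ND-fed mice by adjusted p, although these genes were chosen against the same 3 ND-fed mice. Of all 69 ECM genes tested, 35 were higher than in ND-fed mice by adjusted p and 1 was lower.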

Other observations

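The tests of PC2 against the clock phase and of the ECM list against cell shares were chosen only after the result was seen. The clock phase as a covariate for the ECM list was added after the data were examined.

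The lower expression of the ECM list in HYA-treated than in control mice was set against technical explanations. The tables argue against GC content or gene length (median −0.273 after removal of the trend), the authors' library scaling (−0.296), harvest time as far as the clock phase measures it (−0.267) and a lower share of all nonparenchymal cells (−0.263 relative to the sinusoidal endothelium list). Without any 1 control or HYA-treated mouse the median stayed between −0.203 and −0.375. Against LA-treated mice, where no control mouse enters, it was −0.268 with 60 of 69 genes lower (unadjusted p = 0.0201 by fry). These values argue against a single mouse as the source of the lower median. The call by fry did depend on single mice, since without control mouse 1 it fell short of the threshold of 0.05 (unadjusted p of 0.0583). The animal facility of each group is not stated and stays open.

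Mice spread along PC2 within groups, and PC2 computed without clock genes (11.2% of the variance) correlated with a score of the phase of the hepatic clock, at r = 0.89 over 12 mice (permutation p = 9e-05, Spearman's rho 0.902 with permutation p = 0.0002, and r = 0.821 without the 2 mice farthest from the median). For deviations from group means r was 0.949 (permutation p = 1e-05, the smallest value that the permutations can give; Spearman's rho 0.93). After adjustment over 3 tests the permutation p was 0.000135 and 3e-05. The score was 0.754, 0.389 and 0.508 in ND-fed, −1.20, −1.34 and 1.61 in control, 0.577, −0.552 and −1.42 in HYA-treated and 1.09, 0.532 and −0.951 in LA-treated mice. Library depth cannot be told apart from no relation, at r = −0.3 (permutation p = 0.344, and r = 0.0702 without the 2 mice farthest from the median). Spearman's rho was −0.462 (permutation p = 0.134). A difference in the time of harvest between mice may therefore account for PC2, as a hypothesis found and tested on the same mice. The paper does not state the time of harvest.

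The numbers of changed genes were compared with other splits of the same 6 mice into 3 and 3, of which there are 10. For control against ND-fed mice 1 of the 10 splits gave as many genes, the real one with 430, and the next largest number was 0. The same held for HYA-treated against control mice (1 of 10, 34 genes), HYA-treated against LA-treated mice (1 of 10, 12 genes) and HYA-treated against ND-fed mice (1 of 10, 209 genes). For LA-treated against control mice 10 of the 10 splits gave as many, since all gave 0. A share under 0.1 is not possible in this design.

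Genes of inflammation and lipid synthesis in Fig. 4D had these log2 fold changes in HYA-treated against control mice (limma with Benjamini-Hochberg): *Il1b* −0.16 (adjusted p = 0.768), *Ccl2* −0.54 (adjusted p = 0.372), *Cd86* −0.08 (adjusted p = 0.777), *Srebf1* 0.10 (adjusted p = 0.889), *Fasn* −0.12 (adjusted p = 0.797), *Acaca* −0.34 (adjusted p = 0.0782) and *Scd1* −0.40 (adjusted p = 0.0888). Without control mouse 3 and without HYA-treated mouse 3 *Srebf1* was at −0.20 and −0.14. Adjusted over the list alone, *Acaca* had an adjusted p of 0.0103 and *Scd1* of 0.0106 (limma with Benjamini-Hochberg). *Acaca* overlaps *Gm11437* (3.65 FPKM) and *Srebf1* overlaps *Rai1* (1.89 FPKM), so that their values are uncertain by that much. *Tnf* was at 0.510 FPKM in control and 0.360 FPKM in HYA-treated mice, below the level tested. *Il6* had at most 3 fragments in any mouse. The reference gene *Rplp0* was at −0.03 (adjusted p = 0.805, limma with Benjamini-Hochberg). In control against ND-fed mice *Ccl2* was at 1.49 (adjusted p = 0.00316, limma with Benjamini-Hochberg).

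Among the other lists, those lower in HYA-treated than in control mice by camera and fry after adjustment were activated myofibroblasts (median −0.528, 13 of 13 lower, adjusted p = 1.22e-11 and 0.00414, with 12 of the 13 in another list), TGF-β targets (−0.251, 14 of 18, 2.21e-06 and 0.0195) and the genes of Fig. 4D with *Rplp0* (−0.372, 13 of 14, 1.55e-06 and 0.00414). By camera but not by fry these were macrophages (−0.367, 15 of 18, 1.05e-06 and 0.0555), interferon-stimulated genes (−0.17, 21 of 22, 0.000185 and 0.334), chemokines and cytokines (−0.204, 14 of 18, 0.00588 and 0.258) and acute phase genes (−0.0644, 14 of 21, 0.0147 and 0.356), and hepatocyte genes were higher (0.247, 20 of 25, 0.00196 and 0.0555). The medians of the remaining lists were 0.135 for ER stress, 0.0351 for PPARα targets, 0.165 for adipocytes, −0.217 for erythroid cells, −0.0241 for hepatic stellate cells, −0.052 for sinusoidal endothelium, 0.131 for cholesterol synthesis, 0.131 for clock genes, −0.0238 for drug metabolism and −0.0338 for lipogenesis.

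In LA-treated against control mice, by camera but not by fry, PPARα targets were lower (median −0.0571, 24 of 28 genes, adjusted p = 0.000251 and 0.272) and so were genes of cholesterol synthesis (−0.141, 19 of 23, 3.45e-05 and 0.388), acute phase genes (−0.109, 13 of 21, 0.0172 and 0.641) and genes of the cell cycle (−0.341). Male-biased genes (0.143) and bile acid genes (0.073) were higher, again by camera but not by fry. Between HYA-treated and LA-treated mice, the cholesterol synthesis list had a median of 0.285, with 23 of 23 genes higher (unadjusted p = 1.56e-06 by camera and 0.0169 by fry). No explanation was tested for these.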
